A study of Drosophila melanogaster with 60 samples. Its data were reported in "Somatic, germline and sex hierarchy regulated gene expression during Drosophila metamorphosis" (2009).

How the data were processed

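RNA of whole animals was measured on 60 dual-colour oligonucleotide arrays. Each array compared 1 sample with a common reference made from male and female wild type pupae of all the stages. The samples came from 2 genotypes, wild type of the Canton S strain and progeny of tudor (tud) mutant mothers, which lack a germline. Both sexes were collected at 0, 24, 48, 72 and 96 h after puparium formation (APF), with 3 arrays in each of the 20 groups of genotype, sex and time point. The label of tud female 48 h replicate 1 repeats the description of the reference, and that of replicate 2 gives a slightly different hour. Both were kept in the group that their sample titles name.

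The deposited values are log2 ratios of sample to reference that the authors normalized within each array by global loess in LIMMA. The authors had discarded elements marked as bad and elements in which too few pixels stood above the local background in both channels, so an element weak in both channels is a missing value. An element weak in the sample alone keeps a very low ratio, and the values do not show whether its sample signal stood above background. Neither a background correction nor a normalization between arrays was stated, and the array medians were not 0. The labels and the published methods contradict each other on which dye carried the sample, and the direction of the ratio was therefore checked on RNA on the X 1 (roX1), a male-specific RNA. No raw intensities were used, so background and dye effects within an array were not examined.

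The deposited table has 15776 elements. The 32 control elements were left out, although 27 of them had a value, which left 15744 probes, of which 12342 had a value on at least 1 array, 3402 had none and 742 had a value on all 60 arrays. Names were taken from the gene lists published with the study. They pair 2357 probes with a gene. The 2348 of these with a value are 19.0% of the probes with a value, so a probe without a paired name is given by its identifier and most named probes are ones that the study itself had listed. Since 40.7% of the probes tested for the germline sets had a name and 80% were needed, the planned comparison of the X chromosome with the autosomes was void and was not run. No gene positions are given, because the annotation at hand belongs to another genome release than the probes.

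A linear model with the 20 group means was fitted to all 60 arrays with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, with the residual variance of each probe moderated by empirical Bayes (prior of 2.82 degrees of freedom and a variance of 0.106). The median residual standard deviation of the probes tested was 0.28 on the log2 scale. Joint comparisons over the 5 time points used the moderated F test and comparisons at 1 time point the moderated test of 1 contrast. The joint comparisons were the sex difference and the time effect within each genotype, the change of the tud sex difference over time, the genotype difference within each sex, and the dependence of the sex difference on genotype. A probe was tested when every group of the comparison had values on at least 2 of its 3 arrays, and a Benjamini-Hochberg adjusted p under 0.15, the level used by the study, was the threshold. Sex differences are male minus female and genotype differences are wild type minus tud progeny. The mean difference over the 5 time points is given with the standard error (SE) of the fit.

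The male germline set held the probes past the threshold in both the wild type sex comparison and the male genotype comparison, at least 1.2-fold higher in wild type males in each. Probes with values in wild type males at 4 or more time points and on no array of wild type females or tud males were added. The female germline set followed the same rule with the sexes exchanged. Single time points of the tud sex difference were adjusted within the set of probes past the threshold in the joint tests. Tud group means were clustered by average linkage, and a cluster needed an average r of at least 0.80 and 15 or more probes. The clustering and the figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Sample means of the 2 roX probes were compared by two-sided permutation tests, with 100000 resamples or exact where a group had fewer than 10 values.

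Named genes were chosen by a rule. A fixed list held the genes that the study discusses and sex-specific controls, with every probe paired with them. For each joint comparison of sex or genotype the rule added the 3 probes with the largest mean difference in each direction, among those past the threshold with a value on every array compared and the same sign at all 5 time points. Doublesex, fruitless, tudor, Yolk protein 1 and Yolk protein 2 had no paired probe. The groups, the comparisons, this rule and the alternatives were fixed before the data were examined.

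The alternatives were a fit of the compared arrays alone, a replicate block, Storey's q, an adjusted p under 0.05, at least 1 or all 3 values per group, arrays centred, centred and scaled, or quantile normalized, array weights, robust or no moderation, averaging the probes of a gene, other fold and cluster minimums, and leaving out each array in turn. Where an alternative is said to have moved a count most, the change is measured as a ratio to the count reported. The procedure was tested on simulated data in which 200 probes differed by 1 on the log2 scale. It recovered 95.5% of them for the tud sex comparison with 9.91% false calls, and 45.5% for the change of the tud sex difference over time. These percentages apply only to the differences and the noise that were simulated. Over 100 splits of the real tud arrays, the real one included, the sex comparison called a median of 19 probes and at most 247. The simulated share of false calls therefore need not hold for the real tud comparison. The number of values per array ran from 3954 to 10236, and with 3 arrays per group the number of arrays limits the precision.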

Results

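Transcript levels through metamorphosis were measured as log2 ratios of whole animals to a common reference, in wild type flies and in tud progeny, which develop without a germline. The 60 arrays fell into 20 groups of 3, one for each sex of each genotype at 0, 24, 48, 72 and 96 h APF, so that each sex of each genotype was represented by 15 arrays. The number of probes with a value on an array ran from 3954 to 10236 with a median of 6519.5. It averaged 7111 ± 1392 in wild type (SD, n = 30) and 6036 ± 1186 in tud progeny (SD, n = 30), a difference of 1074 values per array (permutation p = 0.0023, two-sided). Probes with values on at least 2 of the 3 arrays of a group numbered 10456 in wild type and 9109 in tud progeny, with 1579 in wild type alone and 232 in tud progeny alone. Requiring all 3 arrays moved the tud count most, to 7483. The number of arrays limits the precision of every comparison.

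Replicate arrays were compared across probes, which are not independent replicates. The median r of the 60 pairs of arrays was 0.897, the lowest 0.686, and 55 pairs were above 0.80. In wild type 28 of 30 pairs were above 0.80, and in tud progeny 27 of 30 were, with a lowest r of 0.754. Rank correlation moved the median most, to 0.837.

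Since the sources disagree on the dye of the samples, the direction of the ratio was read from roX1, a non-coding RNA of the male X chromosome (probe DAC007K18). In wild type its log2 ratio was 1.12 ± 0.51 in males (SD, n = 15) and -3.93 ± 1.17 in females (SD, n = 14), a difference of 5.05 (permutation p = 1e-05, two-sided, the smallest the test can give). In tud progeny it was 1.24 ± 0.54 in males (SD, n = 15) and -5.66 ± 1.49 in females (SD, n = 14), a difference of 6.90 (permutation p = 1e-05, again the smallest the test can give). Quantile normalization moved the wild type difference most, to 5.30. RNA on the X 2 (roX2, probe DAC029L10) was higher in males by 1.61 in wild type (10 males, 13 females, permutation p = 0.007) and by 1.82 in tud progeny (13 males, 5 females, exact permutation p = 0.00012). A higher value was therefore read as more sample RNA.

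**Figure D1:**
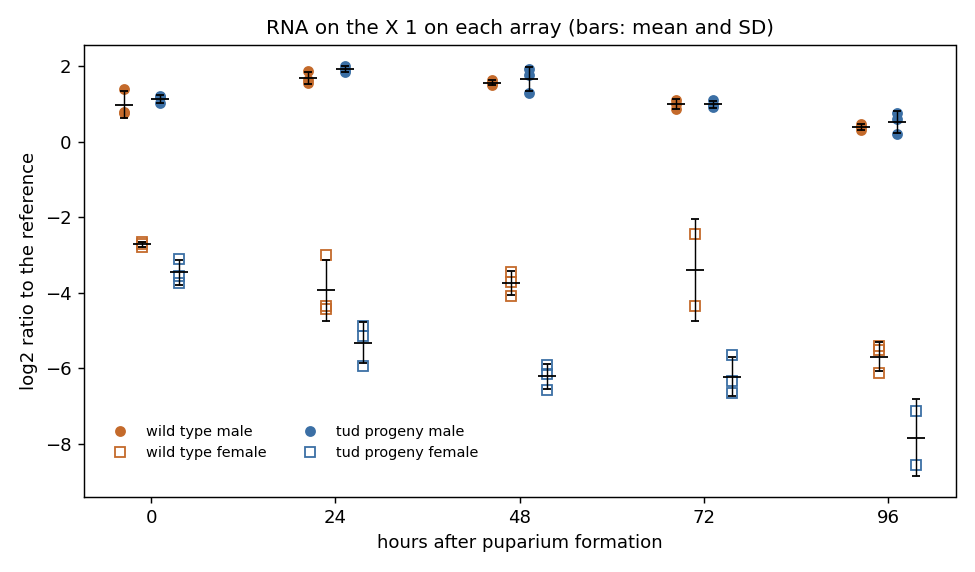
The log2 ratio of roX1 to the reference on each array (vertical axis) is plotted against hours after puparium formation, with filled circles for males, open squares for females, and black bars for the mean and SD of each group. The lowest male value was 0.20 and the highest female value -2.45.

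Somatic sex differences were addressed by comparing males with females of tud progeny. In the joint limma test over the 5 time points, 105 of 3241 probes were past the threshold, 52 higher in males and 53 higher in females by their mean difference, and 430 had an unadjusted p under 0.05. The change of the sex difference over time was past the threshold for 25 probes, all of them among the 105. Array weights moved these counts most, to 675 and 400. Leaving out tud male 96 h replicate 1 raised the count of 105 to 401, and leaving out replicate 2 of that group raised it to 209. Leaving out tud female 48 h replicate 1, whose label repeats the description of the reference, raised it to 197. The count fell to 67 without tud male 24 h replicate 1. The count of 25 was moved by more than 1.5 times by any of 16 single arrays, from 12 without tud male 72 h replicate 3 to 271 without tud male 96 h replicate 1. Of 100 regroupings of the tud arrays, the real one included, 14 gave as many probes for the sex difference and 45 for its change over time.

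Within the set of 105 probes, the sexes of tud progeny differed at 22, 61, 42, 48 and 63 probes at 0, 24, 48, 72 and 96 h. Of the set, 5 were past the threshold at all 5 time points and 27 at 1 time point. At 96 h 46 probes were higher in males and 17 in females, and at 72 h 13 were higher in males and 35 in females. With only the compared arrays in the fit they were 14 and 15 at 96 h, and 6 and 21 at 72 h. The male excess at 96 h was therefore not kept in that fit. When every probe was tested instead, 2, 85, 33, 48 and 202 probes differed. Of those at 96 h, 163 were higher in males and 39 in females. The count at 96 h within the set was 327 without tud male 96 h replicate 1, 150 without replicate 2, 30 without replicate 3 and 36 without tud female 96 h replicate 2, and it rose by more than 1.5 times without tud female 48 h replicate 1. At 24 h the count was 37 without tud male 24 h replicate 1, 40 without replicate 3 of that group and 118 without tud male 96 h replicate 1. At 48 h it was 117 without tud female 48 h replicate 1, and 86 and 66 without tud male 96 h replicates 1 and 2. At 72 h it was 31 without tud male 24 h replicate 1, 24 without tud male 72 h replicate 2, 21 and 79 without tud female 72 h replicates 1 and 3, and 98 without tud male 96 h replicate 1. Of the 105 probes, 104 were also past the threshold for time.

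**Figure D2:**
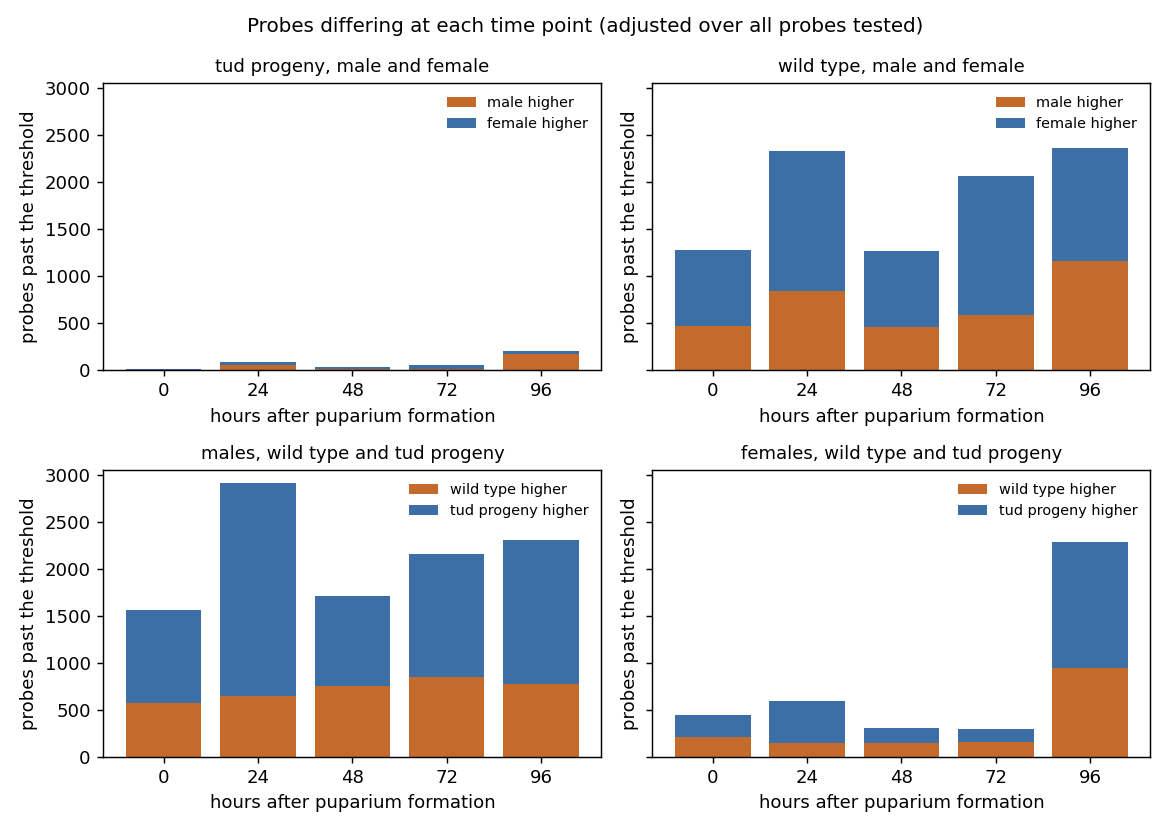
Bars show the number of probes past the threshold (vertical axis) at each time point in hours after puparium formation (horizontal axis), in 4 comparisons and with every probe tested. Colours divide the bars by direction, and in females the genotypes differed at 2287 probes at 96 h against 298 at 72 h.

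The fixed list had 8 probes that could be tested for the tud sex difference, of which 5 were past the threshold over all probes and 7 when adjusted over the list alone. The list was taken largely from genes the study had picked on these arrays and the smaller adjustment is not independent evidence. RoX1 differed by 7.05 ± 0.16 (SE, adjusted p = 3.21e-30). Its fitted mean in tud females was -5.80, where it is not known whether the sample signal stood above background, so the size of this difference is not firm. Larval serum protein 1 alpha (DAC021A11) was lower in tud males, with a mean difference of -1.17 ± 0.15 (SE, adjusted p = 0.000101), as was CG15369 (DAC026H03) with -1.10 ± 0.14 (SE, adjusted p = 0.000101), each at 5 of 5 time points. CG3056 (DAC028P20) was higher in tud males by 0.58 ± 0.12 (SE, adjusted p = 0.0736) and had an adjusted p of 0.16 without tud male 24 h replicate 3. One probe of white (DAC030L11) differed by -0.74 ± 0.12 (SE, adjusted p = 0.00102) and the other (DAC005J02) by 0.00 ± 0.13 (SE, adjusted p = 0.968). By the study's methods, the fathers of tud progeny carried a marker copy of white that female tud progeny inherit. The value of DAC030L11 may therefore not be a difference of the native gene. Abdominal A (DAC028M23) did not pass in tud progeny (-0.31 ± 0.15, SE, adjusted p = 0.192), nor did beta-Tubulin at 85D (DAC024P20, -0.07 ± 0.45, SE, adjusted p = 0.437), although leaving out any of 5 single arrays for the former and of 2 for the latter gave a call. The abdominal A value ran from -0.54 without tud male 96 h replicate 3 to -0.085 without replicate 1 of that group. The second Sex lethal probe (DAC006G05), transformer (DAC014F06) and roX2 had too few values for the joint tests. The first Sex lethal probe (DAC006G03) had enough only for the genotype difference in females. Its wild type sex differences at 0, 24, 48 and 72 h were -1.07, -0.83, -0.88 and -0.80, each past the threshold. Its tud sex differences at 24, 48, 72 and 96 h, from -0.31 to -0.71, were also negative but not past the threshold. At 0 h in tud progeny and 96 h in wild type, each with 1 male array, the differences were -1.16 and 0.03. These calls were adjusted over every probe tested at the time point. Whether the sex difference of this probe depends on the genotype was not tested, because its values were too few.

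Among 17 tud probes with a value on every array compared and one sign throughout, the largest mean differences toward males were those of CG9914 (DAC019N20, 0.61 ± 0.11, SE, adjusted p = 0.00263), Microsomal glutathione S-transferase-like (DAC014E14, 0.53 ± 0.08, SE, adjusted p = 0.0049) and CG32495 (DAC039K05, 0.51 ± 0.12, SE, adjusted p = 0.119). Toward females, after Larval serum protein 1 alpha, CG31775 (DAC032I05) differed by -0.63 ± 0.15 (SE, adjusted p = 0.134) and CG14629 (DAC032A04) by -0.59 ± 0.10 (SE, adjusted p = 0.0052). The calls of CG32495 and CG31775 were lost when any of 11 and 29 single arrays, respectively, was left out.

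In wild type, which has a germline, 2744 of 3791 probes differed between the sexes, 722 higher in males and 2022 higher in females, with a median difference of -0.20 over the probes tested. With each array centred on its median the counts were 884 and 1541. Requiring all 3 values in each group moved the total most, to 1039 of 1394 probes. At single time points 1269, 2330, 1266, 2056 and 2356 probes differed. The count at 0 h fell to 592 without wild type male 0 h replicate 1 and 649 without replicate 2 and rose to 1788 without replicate 3, while the count at 48 h fell to 769 without wild type male 48 h replicate 3. The largest mean differences toward males were those of beta-Tubulin at 85D (7.42 ± 0.42, SE, adjusted p = 6.48e-16), CG4836 (DAC026M12, 7.17 ± 0.27, SE, adjusted p = 1.47e-22) and CG17376 (DAC017H11, 6.54 ± 0.33, SE, adjusted p = 2.03e-18), among the probes with a value on every array compared and one sign throughout. Their mean log2 ratios in females were -6.67, -6.32 and -5.80, and whether the sample signal stood above background there is not known, so the sizes and their order are not firm. Toward females they were those of the unnamed probe DAC035P20 (-1.08 ± 0.37, SE, adjusted p = 0.00629), whose means were -5.70 in males and -4.62 in females, so that its size and rank are not firm either, CG12643 (DAC033F12, -0.94 ± 0.14, SE, adjusted p = 2.84e-06) and CG13830 (DAC039N12, -0.87 ± 0.16, SE, adjusted p = 0.000117). Of the 8 fixed probes tested, 6 passed over all probes and 6 adjusted over the list alone.

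Of the probes called in both genotypes, 49 of 77 had the same sign of the mean sex difference. Across the 2843 probes tested in both, the tud and wild type sex differences correlated with r = 0.205, against 0.0024 in simulated data without any true difference. Probes are not independent replicates.

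The question of which expression depends on the germline was addressed by comparing the genotypes within each sex, so that strain background and maternal genotype differ together with the germline. In males 2885 of 3558 probes differed, 756 higher in wild type and 2129 higher in tud progeny, and centring the arrays gave 936 and 1722. In females 1850 of 3290 probes differed, 816 higher in wild type and 1034 higher in tud progeny. Requiring all 3 values moved the counts most as a ratio, to 1088 and 763, with fewer probes tested, and Storey's q called all 3558 and 3290 probes tested. In males the genotypes differed at 1562, 2907, 1709, 2152 and 2309 probes at the successive time points, and in females at 440, 593, 310, 298 and 2287. Without a single array the male count at 0 h ranged from 942 (wild type male 0 h replicate 2) to 1865 (the same group, replicate 3), with 970 without replicate 1 of that group. The female counts ranged from 170 (tud female 0 h replicate 1) to 509 (tud male 96 h replicate 3) at 0 h, from 305 (wild type female 24 h replicate 1) to 720 (replicate 3 of that group) at 24 h, from 113 (wild type female 48 h replicate 2) to 520 (replicate 1 of that group) at 48 h and from 183 (tud female 72 h replicate 1) to 381 (tud male 96 h replicate 3) at 72 h. They also fell to 196 without tud female 0 h replicate 3, to 319 at 24 h without tud female 24 h replicate 3, to 127 at 48 h without wild type female 48 h replicate 3, to 139 and 199 at 48 h without tud female 48 h replicates 2 and 3, and to 191 at 72 h without wild type female 72 h replicate 1.

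With the same limit to complete probes of one sign, CG3124 (DAC034M09, 6.67 ± 0.31, SE, adjusted p = 2.36e-19), CG33340 (DAC023B11, 6.43 ± 0.35, SE, adjusted p = 7.18e-16) and CG4836 (6.41 ± 0.27, SE, adjusted p = 6.12e-21) were highest in wild type males relative to tud males. Their means in tud males were -5.88, -5.63 and -5.57, so that these sizes are not firm either. Beta-Tubulin at 85D, which lacked a value on 1 tud male array, differed by 7.33 ± 0.43 (SE, adjusted p = 1.44e-15). The lowest within that limit were DAC025G24, which has no paired name (-2.76 ± 0.21, SE, adjusted p = 7.6e-13), CG15281 (DAC026B13, -1.89 ± 0.16, SE, adjusted p = 4.01e-12) and CG31775 (-1.64 ± 0.15, SE, adjusted p = 8.09e-12). In females Phosphoenolpyruvate carboxykinase (DAC038M03, 1.72 ± 0.11, SE, adjusted p = 4.4e-14), Dopamine transporter (DAC024D23, 1.33 ± 0.12, SE, adjusted p = 4.32e-11) and CG7874 (DAC012C17, 1.09 ± 0.18, SE, adjusted p = 4.67e-05) were highest in wild type within that limit. CG15281 (-1.87 ± 0.16, SE, adjusted p = 2.19e-10), Larval serum protein 1 alpha (-1.84 ± 0.15, SE, adjusted p = 1.57e-12) and CG31775 (-1.76 ± 0.15, SE, adjusted p = 2.45e-11) were lowest within it, and CG15369, not measured on every array, differed by -1.94 ± 0.14 (SE, adjusted p = 8.24e-13). All of these had one sign at 5 of 5 time points. RoX1 did not differ between the genotypes in males (-0.12 ± 0.15, SE, adjusted p = 0.971) and was higher in wild type than in tud females (1.91 ± 0.16, SE, adjusted p = 1.16e-10), a size that is not firm because of the low ratios in females. Sex lethal (DAC006G03) did not differ between the genotypes in females (-0.17 ± 0.14, SE, adjusted p = 0.462). In males 7 of 8 fixed probes passed over all probes and 7 adjusted over the list alone, and in females 5 of 9 and 5.

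Whether the sex difference itself depended on the genotype was tested as an interaction. It did so for 1536 of 2843 probes, with the male minus female difference greater in wild type for 450 and smaller for 1086, and with the arrays centred for 545 and 779. Requiring all 3 values moved the total most as a ratio, to 402 of 742 probes, and Storey's q called all 2843. Among the probes with a value on every array and one sign throughout, the largest positive values were those of CG4836 (6.76 ± 0.38, SE, adjusted p = 5.53e-16), Male-specific RNA 87F (DAC019M02, 5.67 ± 0.29, SE, adjusted p = 1.78e-17) and CG9130 (DAC003K22, 5.01 ± 0.36, SE, adjusted p = 8.92e-13). All 8 fixed probes tested passed, over all probes and adjusted over the list alone.

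Combining both wild type comparisons gave a male germline set of 333 probes, of which 331 passed the tests and 2 had no values elsewhere, and a female germline set of 162 probes. The male count moved most, to 72, when all 3 values were required, and the female count to 1 with a 2-fold minimum. The wild type sex difference and the male genotype difference share the wild type male arrays, and their r of 0.929 across probes stands beside 0.493 in simulated data without any true difference. The median log2 ratio of the male set in wild type males was -0.09 at 0 h, 0.62 at 24 h, 0.60 at 48 h, 0.50 at 72 h and 0.43 at 96 h. Its median difference from tud males was 0.78, 1.27, 1.2, 1.06 and 1.07. The median difference of the female set between wild type and tud females was 0.26, 0.19, 0.41, 0.30 and 0.85, and 126 of its probes differed at 96 h against 29 at 0 h.

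**Figure D3:**
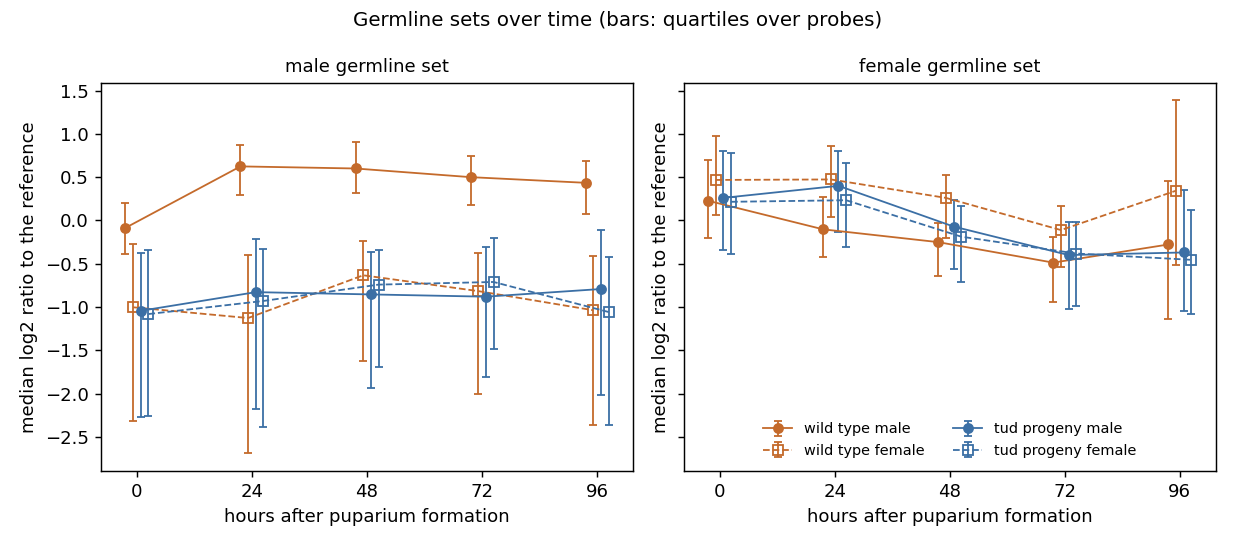
Median log2 ratio to the reference (vertical axis) of the male and the female germline set in the 4 combinations of genotype and sex, against hours after puparium formation, with bars for the quartiles over probes. The male set stood at 0.62 in wild type males and -0.83 in tud males at 24 h, and the sets were chosen on these arrays.

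Time was tested within each genotype over both sexes. It was past the threshold for 3087 of 3241 probes in tud progeny and 3541 of 3791 in wild type. Requiring all 3 values moved these counts most, to 1186 and 1372, with fewer probes tested. How alike the profiles of the groups were was measured by correlating their means. Over the 2843 probes with values in all 20 groups, 18 groups correlated best with another group of the same time point, and the exceptions were wild type males at 24 and 48 h, which correlated with each other at r = 0.79. Without the arrays of replicate 1 all 20 groups did so. Males and females of tud progeny correlated at 0.98, 0.97, 0.94, 0.94 and 0.93 over the successive time points, and those of wild type at 0.88, 0.74, 0.74, 0.55 and 0.74.

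Clustering the tud group means of 5589 probes gave 57 clusters holding 4431 probes, with 76 peaks and 76 troughs among their profiles. A minimum of 10 probes moved the number of clusters most, to 90. In wild type, 52 clusters had a mean profile correlated above 0.70 with that of tud progeny, and the others held 83 probes.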

Values the study reported

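The study reported 258 genes with sex-differential expression in tud progeny, of which 124 were higher in males and 134 in females. By time point, from the start of metamorphosis on, it gave 75, 181, 79, 131 and 152 such genes. Its germline sets held 659 genes for males and 342 for females. It counted data for 8,482 genes in tud progeny and 9,725 in wild type. Clustering of the tud time courses gave 38 clusters holding 4410 genes. The study gave replicate correlations above 0.75 in tud progeny, with 27 of 30 above 0.80, and above 0.68 in wild type, with 28 of 30 above 0.80.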

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

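The tests of array-wide offsets for the interaction of sex and genotype and for the change of the tud sex difference over time, and the test of a marker copy of white, were chosen after the result was seen. Each result below drew attention because a sex difference differed between the genotypes or between time points in a test of that difference.

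The sex difference depended on the genotype for 1536 of the 2843 probes tested. Of 100 splits of the arrays, the real one included, 1 gave as many. These splits exchanged arrays between the genotypes within each sex and time point. They therefore break up every genotype difference, and cannot exclude chance for the interaction alone. After each array was centred on its median 1324 probes were called, which argues against array-wide offsets as the whole cause. Centring did change the balance of directions, to 545 greater and 779 smaller in wild type from 450 and 1086. The wild type male arrays also carried more values than those of the other groups, with 7485 ± 1303 per array (SD, n = 15) against 6197 ± 1391 in tud males (SD, n = 15). A biological explanation that the design gives is the germline, which tud progeny lack, and it stays open together with strain background and maternal genotype, which differ between the same groups.

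Among the named probes the interaction was positive, with a difference between males and females that was higher in wild type, for beta-Tubulin at 85D (7.49, adjusted p = 7.26e-11), CG4836 (6.76, adjusted p = 5.53e-16), CG3124 (6.53, adjusted p = 1.62e-13), CG17376 (5.99, adjusted p = 4.07e-12), CG33340 (5.78, adjusted p = 3.39e-09), Male-specific RNA 87F (5.67, adjusted p = 1.78e-17) and CG9130 (5.01, adjusted p = 8.92e-13). These limma values had one sign at 5 of 5 time points for the probes chosen by their interaction and for beta-Tubulin at 85D. All 7 probes belong to the male germline set. Their ratios outside wild type males are very low, so the sizes are not firm.

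The interaction was negative for the unnamed probes DAC035P20 (-0.69, adjusted p = 0.105), DAC025G24 (-0.79, adjusted p = 0.106) and DAC029C24 (-0.75, adjusted p = 0.00288), and for CG12643 (-0.72, adjusted p = 0.0383), CG15893 (-0.85, adjusted p = 7.59e-05), krotzkopf verkehrt (-0.72, adjusted p = 0.0028), Phosphoenolpyruvate carboxykinase (-0.89, adjusted p = 8.42e-05) and Dopamine transporter (-0.85, adjusted p = 8.17e-05). Abundant male germline RNA lowering the share of every other transcript could add to values of this size. Of the probes called lower in wild type males without their replicate 3, 88.0% were also lower than in tud males on the replicate 3 arrays. This was not tested probe by probe. The size for DAC035P20 is not firm, since its mean ratios were -5.70 in wild type males and -4.62 in wild type females.

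The sex difference of other named probes, some chosen for their tud sex difference and some from the fixed list, changed with the genotype as well. The interaction was -0.18 for CG9914 (adjusted p = 0.0118), -0.66 for Microsomal glutathione S-transferase-like (adjusted p = 0.000485), -0.71 for CG32495 (adjusted p = 0.0199), -0.64 for CG3056 (adjusted p = 0.0474), -0.42 for abdominal A (adjusted p = 0.0421), 0.96 for CG15369 (adjusted p = 0.000674) and 0.64 for Larval serum protein 1 alpha (adjusted p = 0.009). The last value went to -0.00048 under quantile normalization. CG15369 and Larval serum protein 1 alpha were lower in wild type than in tud progeny in both sexes. No technical explanation was tested for these probes singly, and the difference between the genotypes is confounded with strain background.

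RoX1 differed between the sexes by less in wild type, with an interaction of -2.03 (adjusted p = 5.88e-08, negative at 5 of 5 time points), and its sex difference in tud progeny ranged over 3.75 between time points (adjusted p = 8.91e-05), from 4.59 at 0 h to 8.35 at 96 h. The female ratios behind these values are so low that the sizes are not firm. The interaction traces to the females, since males did not differ between the genotypes (-0.12, adjusted p = 0.971). The mean of tud males was 1.13 at 0 h, 1.92 at 24 h and 0.51 at 96 h. That of tud females went from -3.46 at 0 h to -7.83 at 96 h. The rise of the tud sex difference from 0 to 96 h therefore traces to the females, since the male mean fell. Male animals among the wild type females would have raised the male germline set there, but the median difference between wild type and tud females was 0.0085 over that set. For the 42 of its probes that were over 4 higher in wild type males the median was -0.16 and the highest 0.66, against 1.91 for roX1. What stays open is a difference in the low female signal, near the floor of the ratio, and a difference between the strains, neither of which was tested.

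The probes of white differed in opposite genotypes. The interaction was -0.61 for DAC005J02 (adjusted p = 0.0523) and 0.72 for DAC030L11 (adjusted p = 0.00533). A marker copy of white on the paternal X chromosome of tud progeny would raise tud females, but DAC005J02 had a female genotype difference of 0.41, higher in wild type. That mean was carried by 1.80 at 96 h, and the other time points, at -0.06, -0.13, 0.33 and 0.11, were not past the threshold, whereas DAC030L11 had one of -1.10. The study's methods name such a marker in the fathers, and female tud progeny were told from males by its fluorescence. For DAC030L11 the female genotype difference was -0.08 at 0 h and -1.26, -0.92, -1.26 and -1.96 at 24, 48, 72 and 96 h. In males it was not past the threshold at 0, 24, 48 and 72 h and was -1.13 at 96 h. How much the marker adds stays open, because the parts of the gene that it carries are not in the labels. The marker and the strain background also cannot be told apart.

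The tud sex difference changed over time for 25 probes. After centring the arrays, 25 probes were also called, which argues against array-wide offsets as the whole cause. Of 100 splits of the tud arrays, 45 gave as many, so chance cannot be excluded, and the count ran from 12 without tud male 72 h replicate 3 to 271 without tud male 96 h replicate 1. It was 13 without tud female 0 h replicate 1, 14 without tud male 0 h replicate 3, tud male 24 h replicate 1 or 3, tud male 72 h replicate 2 or tud female 72 h replicate 1, 15 without tud male 96 h replicate 3, tud female 24 h replicate 3 or tud female 96 h replicate 2, and 16 without tud female 96 h replicate 1. It rose to 43 without tud male 48 h replicate 3, 52 without tud female 72 h replicate 3, 81 without tud male 96 h replicate 2 and 96 without tud female 48 h replicate 1.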

How the results depend on the processing

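The alternatives were all fixed before the data were examined and none was added later. Of the 68 results for named probes, 58 were past the threshold and 10 were not, and 47 of the 58 stayed past it with the same sign under every alternative run, single arrays left out included. Each of the 10 crossed the threshold or changed sign under at least 1 alternative. Robust moderation and no moderation left each of the counts within 1.5 times its value and each named result on its side of the threshold. As a ratio the female germline set moved most, with the fold minimum. The male germline set, the tud sex difference, its change over time and the genotype difference in females before 96 h moved under several alternatives. Unless a cause is given, the cause was not tested. Requiring 3 values per group tested fewer probes, requiring 1 tested more, and an adjusted p under 0.05 is stricter by construction.

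With only the compared arrays in the fit, 50 probes were called for the tud sex difference, 9 for its change over time and 50 for either, with 40, 27 and 29 at 24, 72 and 96 h. With Storey's q under 0.15, all 3290 and 2843 probes tested were called for the female genotype difference and for the interaction of sex and genotype, because the estimated share of unchanged probes was 0.134 and 0.137, both below the threshold. For the same reason it called every probe tested for the wild type sex difference (3791, estimate 0.104), the male genotype difference (3558, estimate 0.045) and time in tud progeny (3241, estimate 0.017) and wild type (3791, estimate 0.027). Storey's q also gave 41, 93, 86 and 98 probes for the tud sex difference at 0, 24, 48 and 96 h, 2601 and 3624 for the wild type sex difference at 48 and 72 h, and 4554 and 3566 for the male genotype difference at 24 and 72 h.

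An adjusted p under 0.05 gave 46 probes for the tud sex difference, 8 for its change over time, 46 for either and 1005 for the interaction of sex and genotype. It gave 12, 27, 23, 19 and 27 for the tud sex difference at the successive time points, 694, 1384, 660 and 1142 for the wild type sex difference at 0, 24, 48 and 72 h, 899, 1016 and 1262 for the male genotype difference at 0, 48 and 72 h, and 185, 253, 94 and 146 for the female genotype difference at 0, 24, 48 and 72 h.

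At least 1 value per group gave 224 probes for the tud sex difference, 120 for its change over time, 225 for either, 572 in the male germline set, 111, 88, 92 and 137 for the tud sex difference at 24, 48, 72 and 96 h, and 454 for the female genotype difference at 72 h. With 3 values per group the counts were 32 for the tud sex difference, 2 for its change over time, 32 for either, 1186 and 1372 for time in tud progeny and wild type, 1039 for the wild type sex difference, 1088 and 763 for the male and female genotype differences, 402 for the interaction of sex and genotype, and 72 and 54 in the male and female germline sets. At single time points they were 12, 20, 10, 9 and 19 for the tud sex difference, 1122, 1434 and 1424 for the male genotype difference at 48, 72 and 96 h, and 183 for the female genotype difference at 72 h.

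Centring the arrays moved the wild type sex difference at 48 h to 801 probes. It also moved the share of calls higher in the first group of a comparison, to 36.5% for the wild type sex difference, 35.2% for the male genotype difference and 41.2% for the interaction of sex and genotype, from 26.3%, 26.2% and 29.3%. Centring and scaling moved these 3 shares to 31.3%, 31.1% and 36.3%. Quantile normalization moved the last to 27% and that of the female genotype difference from 44.1% to 48.4%. Such shares also moved with an adjusted p under 0.05 and with 1 or 3 values per group. Centring and scaling gave 41 for the tud sex difference at 96 h, 1429 and 1532 for the wild type sex and the male genotype difference at 96 h, and 284, 266, 752 and 584 for the female genotype difference at 0, 24, 48 and 72 h. Quantile normalization gave 34 and 37 for the tud sex difference at 24 and 96 h, 2083 for the wild type sex difference at 48 h, and 169, 301, 508 and 692 for the female genotype difference at 0, 24, 48 and 72 h. The median difference of a comparison moved by at most 0.09 under these 3 scalings.

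Array weights gave 675 probes for the tud sex difference, 400 for its change over time and 679 for either, with 35, 463, 123, 282 and 137 at the successive time points. They gave 2383, 2827 and 3241 for the wild type sex difference and 2979, 2643 and 3637 for the male genotype difference at 0, 48 and 72 h, and 236, 1221, 874 and 890 for the female genotype difference at 0, 24, 48 and 72 h. The lowest weight, 0.039, went to tud male 96 h replicate 3.

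Without a fold minimum the female germline set held 487 probes, with a 1.5-fold minimum 11 and with a 2-fold minimum 1, while the male set held 150 with a 2-fold minimum. Testing every probe gave 2 and 202 for the tud sex difference at 0 and 96 h. Rank correlation gave a median replicate r of 0.837, and a minimum of 10 probes gave 90 clusters.

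Changes of sign in which a call was involved, other than with single arrays left out, were the following. Larval serum protein 1 alpha had an interaction of sex and genotype of -0.00048 after quantile normalization, against 0.64. The value of white DAC005J02 in the tud sex effect was -0.055 with array weights, against 0.00. With the probes of a gene averaged, white had a female genotype difference of -0.21 (DAC005J02) and an interaction of -0.074 (DAC030L11), since its probes differ in sign. Small differences that were not called crossed 0 under some alternatives without a call of the opposite sign. They were the wild type sex difference of CG3056 (-0.17 to 0.055) and of white DAC030L11 (-0.38 to 0.13), the male genotype difference of roX1 (-0.53 to 0.18), and the female genotype difference of beta-Tubulin at 85D (-0.69 to 0.38) and abdominal A (-0.016 to 0.19).

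Leaving out single arrays gave the following lowest and highest counts. The tud sex difference ran from 67 (without tud male 24 h replicate 1) to 401 (without tud male 96 h replicate 1), and the union with its change over time from 67 to 407 without the same arrays. The change over time ran from 12 (tud male 72 h replicate 3) to 271 (tud male 96 h replicate 1). At single time points the tud sex difference ran from 37 (tud male 24 h replicate 1) to 118 (tud male 96 h replicate 1) at 24 h, from 31 (tud female 24 h replicate 2) to 117 (tud female 48 h replicate 1) at 48 h, from 21 (tud female 72 h replicate 1) to 98 (tud male 96 h replicate 1) at 72 h and from 30 (tud male 96 h replicate 3) to 327 (tud male 96 h replicate 1) at 96 h. The wild type sex difference ran from 592 (wild type male 0 h replicate 1) to 1788 (wild type male 0 h replicate 3) at 0 h and from 769 (wild type male 48 h replicate 3) to 1409 (tud male 96 h replicate 3) at 48 h. The male genotype difference at 0 h ran from 942 (wild type male 0 h replicate 2) to 1865 (wild type male 0 h replicate 3). The female genotype difference ran from 170 (tud female 0 h replicate 1) to 509 (tud male 96 h replicate 3) at 0 h, from 305 (wild type female 24 h replicate 1) to 720 (wild type female 24 h replicate 3) at 24 h, from 113 (wild type female 48 h replicate 2) to 520 (wild type female 48 h replicate 1) at 48 h and from 183 (tud female 72 h replicate 1) to 381 (tud male 96 h replicate 3) at 72 h. Beta-Tubulin at 85D, at -6.58 in tud males and -6.51 in tud females, had a tud sex difference from -0.60 without tud female 72 h replicate 2 to 0.47 without tud female 72 h replicate 3. It turned to a call of 0.42 without tud male 96 h replicate 1.

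The replicate numbers do not pair the arrays. Residuals of arrays with the same number in different groups correlated with a mean r of 0.012, against -0.0063 for different numbers, and 125 of 570 pairs were above 0.1. A block for the number moved no count by more than 1.5 times. Under it CG31775 kept its tud sex difference of -0.63 with an adjusted p of 0.155 in place of 0.134, within a range of 0.0194 to 0.317 over all alternatives. A block for the number within each genotype gave 13 probes for the change of the tud sex difference over time, and 240 and 120 for the female genotype difference at 0 and 48 h. This block also lowered the share of female genotype calls that were higher in wild type. Without intensities, the signal over background on an array is known only through the number of values, from 3954 to 10236, which sets how many probes could be tested.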

Other observations

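The tests of a swap and of a noisy hybridisation for the wild type male 24 h array, of array-wide offsets and of female germline transcripts for the lower values of wild type males, of the number of probes tested for females at 96 h, and of 1 sex difference shared by both genotypes were chosen after the result was seen. The other tests were chosen before their results were known.

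Wild type male 24 h replicate 1 resembled the 48 h arrays. Over the 742 probes with a value on all arrays its r was 0.955 with the 48 h mean and 0.784 with the mean of its 24 h partners, which correlated with each other at 0.962. The r of 0.955 lies within the range of the 48 h arrays with their own partners, 0.952 to 0.981, which argues against a noisy or failed hybridisation. A swap with a 48 h array of the same group would leave a partner out of place, but the lowest position of a 48 h array on the line from 24 h (0) to 48 h (1) was 0.928. RNA of 48 h animals under a 24 h label would place it at the 48 h arrays, which stood between 0.965 and 1.03 on the lines of the other 3 series, whereas it stood at 0.797. Its lowest position on any of the 3 lines was 0.769 and its highest 0.824, so a pool of animals aged between 24 and 48 h is a candidate explanation that stays open. Without the arrays of replicate 1, all 20 groups correlated best with a group of their own time point, against 18.

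Tud male 96 h replicate 3 stood apart from its partners. On the lines from 72 h (0) to 96 h (1) drawn from the other 3 series, with the partners of each array at 1, it stood at 1.89, and replicates 1 and 2 at 0.84 and 0.58. Its mean r with the 96 h means of the other series was 0.836, higher than the 0.798 and 0.791 of its partners, which argues against a noisier hybridisation. After each array was centred and scaled it still stood at 1.43, so a wider range of ratios alone is not the whole cause. Animals of another age than their partners may explain it. The count of the tud sex difference at 96 h ran from 30 without this array to 327 without replicate 1 of the group, with 150 without replicate 2 of the group and 36 without tud female 96 h replicate 2.

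Chance was weighed by other splits of the arrays into groups of the same sizes. For the tud sex difference, and for its union with the change over time, 14 of 100 splits gave as many probes, the real one included, so chance cannot be excluded for these counts. For the sex difference in wild type, time in each genotype, the genotype difference in each sex and the male germline set, 1 of 100 splits did, so chance can be excluded for each. For the female germline set 2 of 100 splits did, the other with 173 probes against 162, a share that also excludes chance at the level of 0.05, although the real split did not give the highest count. At single time points 3 arrays against 3 allow 10 splits, whose share cannot go below 0.1. The real split alone (1 of 10) reached its count at each time point for the wild type sex difference, the male genotype difference and the female genotype difference, and for the tud sex difference at 0 and 24 h. For the tud sex difference 4 of 10 splits did at 48 h, 2 of 10 at 72 h and 4 of 10 at 96 h.

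Wild type males were lower than wild type females at 2022 of the 2744 probes called. After centring the arrays 63.6% of the calls were still lower in males, and between 62.4% and 65.7% when any single wild type array was left out, which argues against array-wide offsets as the whole cause. Female germline transcripts would be higher in wild type than in tud females, but 28.5% of the probes lower in males were called so and 28.4% were called the other way. Abundant male germline RNA may lower the share of every other transcript. Of 1979 probes called lower in wild type males without their replicate 3, 88.0% were lower in wild type than in tud males on the replicate 3 arrays, with a median of -0.28, against 55.7% and a median of -0.06 among the other probes tested. After centring the share was 79.4% with a median of -0.19. Strain background and the maternal genotype stay open.

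Wild type and tud females differed at 2287 probes at 96 h, against at most 593 earlier. Fewer probes tested earlier would not explain it, since at most 10.4% of the probes tested were called before 96 h and 41.1% at 96 h. Female germline transcripts alone would leave males unchanged, but 75% of these calls had the same sign in males and 1345 of them were lower in wild type. The share with the same sign was 78.8%, 72.3%, 77.2% and 66.7% at 0, 24, 48 and 72 h. It therefore does not set 96 h apart from the earlier time points. Differences present at every time point would correlate between time points, but the r across probes between 72 and 96 h was -0.013, against 0.239, 0.291 and 0.203 for the earlier neighbours. Tud progeny that are less advanced at 96 h may explain part of it. The r of the female genotype difference at 96 h with the change from 72 to 96 h in wild type males was 0.385, against 0.065, -0.171 and 0.050 for the earlier steps, and tud females stood at 0.55 of the way of wild type females. Tud males stood at 0.69. Whether the tud animals were collected earlier or developed more slowly is not in the labels.

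More probes had values in wild type than in tud progeny. Germline transcripts may account for part of it, since 64.1% of the 1579 probes with values in wild type alone had them at more time points in males, or 1012 probes, against 358 with more in females. The genotypes differed by 1074 values per array (permutation p = 0.0023). Array quality or a hybridisation batch that follows the genotype cannot be told apart from the genotype, since the labels give no batch. The SD of single arrays within groups, 1134, cannot separate such causes from the genotype.

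Whether the sex difference of tud progeny carried over to wild type as a whole stays open. Across the probes tested in both, the r of 0.205 lay outside the range of -0.061 to 0.064 in 20 simulations without any difference, and was 0.173 without roX1, so the sex differences of the genotypes may be shared in part. If both genotypes shared 1 somatic sex difference and nothing else differed, the probes called in both would have the same sign, and 63.6% did, or 49 of 77. After centring the arrays 50 of 77 did. Of the 28 probes of opposite sign, 23 were lower in wild type males, as most probes called in wild type were. All 28 were called in the interaction of sex and genotype, which choosing probes called in opposite directions makes nearly certain. Since chance was not excluded for the tud sex difference either, the opposite signs do not decide.

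For the sexes of tud progeny 105 probes differed, 52 higher in males and 53 higher in females. These counts are lower than those the study gave. At the 5 time points 22, 61, 42, 48 and 63 probes differed. Each of these counts is lower than the one the study gave for that time point. With Storey's q, the adjustment the study used, the counts were 118 in all and 41, 93, 86, 68 and 98 by time point. These are lower than those of the study except at 48 h, where the count is higher. The germline sets held 333 and 162 probes. Both are lower than the sets of the study, which counts genes. The elements tested differ as well. A probe was tested here only with values on at least 2 of 3 arrays in every group compared. The study does not state such a filter, and it added more genes without values elsewhere to its male set. Requiring fewer values per group raised the counts of the tud sex difference and of the male germline set. The lower counts alone therefore do not tell whether the results differ.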
